A study of Mus musculus with 25 samples.

How the data were processed

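RNA was measured by paired-end, stranded, poly(A)-selected RNA sequencing of colon (distal part) from mice of 6 weeks on the C57BL/6 background. The labels give 25 libraries in 5 genotypes with 5 mice each. Nemofl/fl mice carry the floxed gene for NEMO (gene symbol Ikbkg), the regulatory subunit of the IκB kinase complex. NEMOIEC-KO mice lack it in intestinal epithelial cells. The 3 double mutants are NEMOIEC-KO mice with the label Il12b-/- (p40, the subunit shared by IL-12 and IL-23), Il12a-/- (p35, the other subunit of IL-12) or Il23a-/- (p19, the other subunit of IL-23). Replicates are separate mice, so the tests measure differences beyond the spread between mice. The replicate numbers were not used as pairs: across 50 same-numbered pairs of libraries of different groups, the median correlation of values centred within groups was 0.0071, against 0.0086 for pairs of different number.

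The deposited values are FPKM (fragments per kilobase of transcript, scaled to library size), per gene and library, as made by the authors. Per the submitters' processing notes, TopHat2 2.0.10, Cufflinks 2.1.1, DESeq2 1.10.1 and genome build GRCm38 were used. The notes give neither the role of each program in making the FPKM nor the annotation release. Read counts were not used here. The table holds 49452 gene identifiers, of which 49109 matched a gene symbol and 49195 a position in a GRCm38 gene annotation (GENCODE). Absolute depth is therefore unknown, no counting interval can be given, and a value of 0 sets no upper limit. A relative depth was read from the smallest steps of the FPKM values and lay between 0.702 and 1.16 across the 25 libraries, with the lowest value in NEMOIEC-KO Il23a-/- replicate 5. Whole-gene FPKM cannot show whether part of a targeted gene is deleted, and the labels do not describe the mutant alleles.

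The model, the comparisons, the gene lists, the rule for named genes and most alternatives were fixed before the data were examined. FPKM values were transformed to log2(FPKM + 0.5). Genes with at least 0.2 FPKM in at least 5 libraries were kept, which left 19266 genes. All 25 libraries entered 1 linear model with 1 mean per genotype in limma 3.58.1 (trend in the prior variance, empirical Bayes, 20 residual degrees of freedom) under R 4.3.3. All tests were two-sided. P-values were adjusted by the Benjamini-Hochberg method over the genes tested in each comparison, and adjusted p below 0.05 was the threshold. The 4 main comparisons were NEMOIEC-KO against Nemofl/fl and each double mutant against NEMOIEC-KO. The 6 other comparisons were each double mutant against Nemofl/fl and each pair of double mutants. These share libraries, so their calls are not independent. Log2 fold changes contain the added 0.5 and understate the ratio of FPKM for weakly expressed genes. Levels are mean ± SD over the 5 libraries of a group.

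A total of 35 gene lists (cell type markers, immune pathways, epithelial functions and metabolism) was tested with camera, with the correlation between genes preset at 0.01 and adjustment over the 35 lists of a comparison. Camera compares the genes of a list with all other genes. It was repeated with a correlation estimated from the data and beside fry, which asks whether the genes of a list move on balance in 1 direction. Members past the threshold were counted with adjustment over all genes and with adjustment over the list alone. Some genes are in more than 1 list, such as Zbp1 among the type I interferon and the cell death genes.

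Genes were named by a fixed rule. Ikbkg, Il12a, Il12b and Il23a were named in every group. For each main comparison the rule took the 8 genes with the largest positive and the 8 with the largest negative log2 fold change among those past the threshold. All libraries of 1 group had to lie above all of the other, and the higher group had to average at least 1 FPKM. For the 6 other comparisons it took 3 and 3, and fewer where fewer qualified. Symbols of predicted genes (Gm and Rik), genes without a symbol and immunoglobulin or T cell receptor V, D and J segments were counted and not named. For each list it took the 2 members with the largest positive and the 2 with the largest negative change past the threshold, or the 2 with the smallest p.

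A position along the NEMOIEC-KO axis was computed for each library as its projection on the vector of fold changes of the genes called in NEMOIEC-KO against Nemofl/fl, with 0 at the Nemofl/fl mean and 1 at the NEMOIEC-KO mean. For libraries of those groups the vector and both means were made without the library itself. Positions were compared between groups by exact permutation tests over 252 splits of 5 against 5, adjusted over 6 comparisons. Shared calls were compared with the number expected from independent draws, with 100 simulations of unchanged groups that share the NEMOIEC-KO libraries, and with 20 splits of those libraries between the comparisons.

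In simulated data 200 of 19266 genes were changed between NEMOIEC-KO Il12b-/- and NEMOIEC-KO. The pipeline recovered 51.6%, 82.9% and 100% of genes changed 1.5-, 2- and 4-fold, with 5 false calls among 163. Rates in the real data, with outlying libraries, were not measured. The alternatives tried were other pseudocounts, filters and scalings, a replicate block, only the libraries of the groups compared, array weights, sex as a covariate, only libraries with the same library code, and leaving out each library in turn. Sex was read from the data. A smooth muscle score and the library code as covariates, treating 228 exact zeros of 52 well expressed genes as missing, and leaving out libraries in the list tests were added after the data were seen. Library codes come from the labels, which do not say what they stand for. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3 under Python 3.11.15.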

Results

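RNA from the colon of 25 mice aged 6 weeks was sequenced, 5 mice for each of 5 genotypes: Nemofl/fl, NEMOIEC-KO, NEMOIEC-KO Il12b-/-, NEMOIEC-KO Il12a-/- and NEMOIEC-KO Il23a-/-. The series asks which cytokines that contain or accompany the IL-12 p40 subunit take part in the colitis of mice whose intestinal epithelium lacks NEMO. Gene expression was given as FPKM, and its sum per library lay between 653776 and 744280 (median 685333). Between 13529 and 14374 genes per library (median 14028) reached 1 FPKM. The 10 most abundant genes held 7.15% to 15.8% of a library's FPKM. Mitochondrially encoded genes held 2.65% to 13.3%, with group means of 9.94% ± 2.3 in Nemofl/fl, 6.29% ± 3.19 in NEMOIEC-KO, 6.37% ± 2.25 in Il12b-/-, 4.76% ± 1.57 in Il12a-/- and 5.41% ± 2.32 in Il23a-/- libraries (SD, n = 5). By sex-linked RNA, 0 of 5 Nemofl/fl mice were female, against 1 NEMOIEC-KO, 2 Il12b-/-, 2 Il12a-/- and 4 Il23a-/- mice. All Nemofl/fl libraries and NEMOIEC-KO replicates 3 to 5 carry the library code K002000081. NEMOIEC-KO replicates 1 and 2 and all but 1 double mutant library carry K002000079, and Il23a-/- replicate 5 carries K002000080.

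The targeted genes were examined first. Ikbkg (ENSMUSG00000004221, chromosome X, 74393290 to 74453854, GRCm38), which encodes NEMO, averaged 9.08 ± 1.14 FPKM in Nemofl/fl and 4.08 ± 1.1 in NEMOIEC-KO libraries (log2 fold change -1.09, limma adjusted p = 4.1e-06). It averaged 3.98 ± 0.336, 3.81 ± 0.477 and 3.34 ± 0.383 FPKM in the libraries labelled Il12b-/-, Il12a-/- and Il23a-/-, and every library of these 4 groups lay under every Nemofl/fl library. Whole colon holds cells other than epithelium, in which the label does not place the deletion. Il12b (ENSMUSG00000004296, chromosome 11, 44400063 to 44414033) averaged 0.034 ± 0.0245 FPKM in Nemofl/fl and 0.171 ± 0.0799 in NEMOIEC-KO. In the libraries labelled Il12b-/- it was not lower but higher, at 0.994 ± 0.223 FPKM (log2 fold change 1.15 against NEMOIEC-KO, limma adjusted p = 1e-07). The lowest of these 5 libraries had 0.79 FPKM and the highest of the other 20 had 0.236. Il12a (ENSMUSG00000027776, chromosome 3, 68690644 to 68698547) averaged 0.331 ± 0.0891 FPKM in Nemofl/fl, 0.421 ± 0.313 in NEMOIEC-KO and 1.20 ± 0.586 in the libraries labelled Il12a-/-. That difference from NEMOIEC-KO (log2 fold change 0.87, limma adjusted p = 0.023) was not past the threshold without NEMOIEC-KO replicate 2, Il12a-/- replicate 3 or Il12a-/- replicate 5, where adjusted p reached 0.078. Il23a (ENSMUSG00000025383, chromosome 10, 128296139 to 128298752) averaged 0.311 ± 0.308 FPKM in NEMOIEC-KO and 0.214 ± 0.0427 in the libraries labelled Il23a-/- (log2 fold change -0.11, limma adjusted p = 0.9). The RNA level thus ran against the label for Il12b and Il12a and did not tell the Il23a label from the others. The double mutants are called Il12b-labelled, Il12a-labelled and Il23a-labelled libraries from here on.

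**Figure D1:**
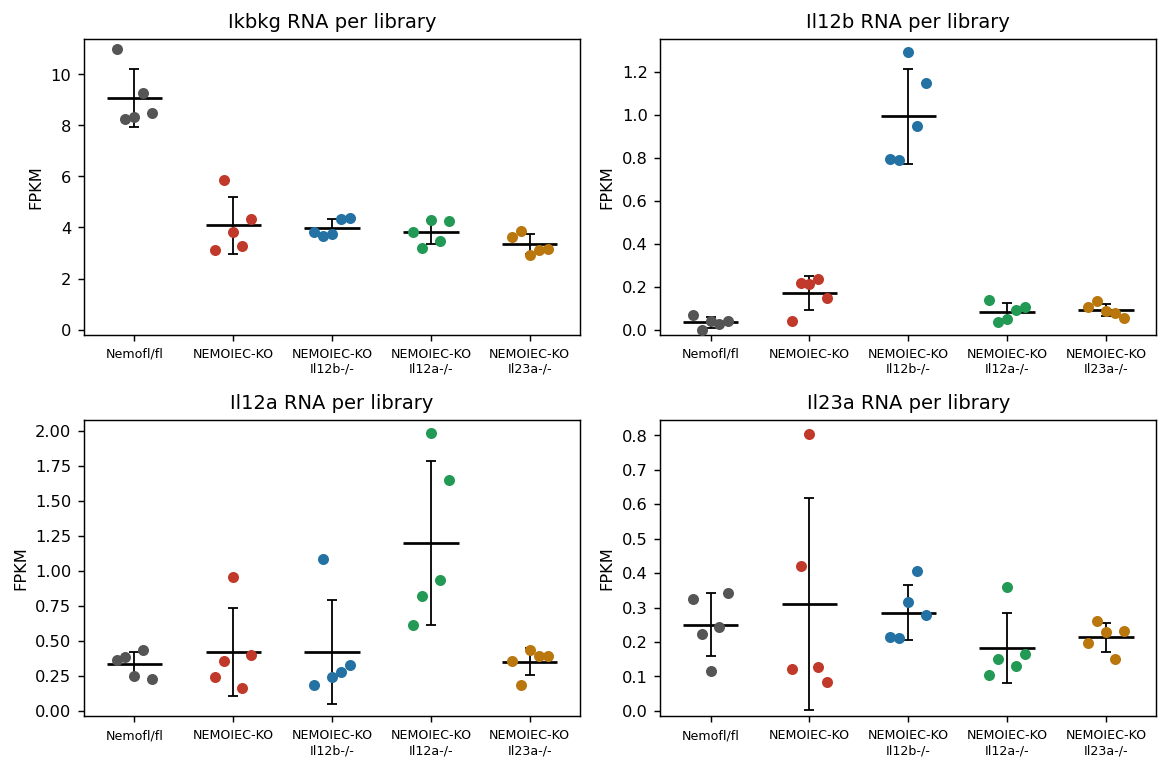
FPKM of Ikbkg, Il12b, Il12a and Il23a in each library (points) by genotype, with bars at mean ± SD (n = 5). Ikbkg lay lower in all 4 NEMOIEC-KO genotypes than in Nemofl/fl, and the Il12b-labelled libraries had 0.994 ± 0.223 FPKM of Il12b.

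The comparison of NEMOIEC-KO with Nemofl/fl asks what the loss of epithelial NEMO did to colon RNA. The NEMOIEC-KO colon carried a large interferon-gamma signature, together with RNA of T cells, plasma cells, neutrophils and macrophages and of antimicrobial defence proteins, and less RNA of smooth muscle markers (median -1.13). These rest on list calls by camera with the preset correlation (23 lists, also 23 by fry), of which 0 were called with an estimated correlation. Ido1, which breaks down tryptophan, rose from 2.30 ± 1.30 to 245 ± 236 FPKM (log2 fold change 6.04, limma adjusted p = 1.9e-05), and Ubd, a ubiquitin-like protein, rose from 2.56 ± 1.22 to 153 ± 90.1. Clca4b, a member of the chloride channel regulator family, rose from 4.46 ± 3.14 to 512 ± 140 FPKM (6.87). Cyp2c55, a cytochrome P450 enzyme of colonocytes, fell from 55.5 ± 11.3 to 1.59 ± 1.18 FPKM (-4.97). Of 19266 genes tested, 2291 rose and 3911 fell, 714 and 515 of them by at least 2-fold.

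The other genes with the largest increases were Retnlb, the resistin-like molecule of goblet cells (185 ± 178 against 0.749 ± 0.703 FPKM), the interferon-inducible GTPase Ifi47 (77.5 ± 26.3 against 1.78 ± 0.435), the acute phase protein Saa3 (86.9 ± 100 against 0.91 ± 0.276), the protease inhibitor Slpi (559 ± 149 against 18.9 ± 6.63) and the inducible nitric oxide synthase Nos2 (35.5 ± 23.8 against 0.606 ± 0.222). The other large decreases were in Slc30a10, a manganese transporter (log2 fold change -3.59), the mucosal pentraxin Mptx1 (-3.36), the carboxylesterase Ces1f (-3.29), Odf3b (-2.88), Angptl7 (-2.80), Mettl7b (-2.72) and Sycn (-2.71). With the smooth muscle score in the model the last pair and Mptx1 were not past the threshold, with log2 fold changes of -1.52, -1.06 and -1.65.

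All 40 interferon-gamma response genes rose, with a median log2 fold change of 3.06 (camera adjusted p = 7.6e-49; 0.096 with an estimated correlation), and all 40 did so adjusted over the list alone. Of 27 type I interferon response genes 26 rose, over all genes and over the list alone (median 1.46, camera adjusted p = 5.5e-27; 0.096 with an estimated correlation). Among them, Oas3, an antiviral enzyme, went from 0.474 ± 0.194 to 13.3 ± 6.22 FPKM and the ubiquitin-like Isg15 from 6.47 ± 1.93 to 66.3 ± 27.1. The type 1 and cytotoxic lymphocyte genes had 17 of 18 members higher, over all genes and over the list alone (median 1.19, camera adjusted p = 2.1e-14; 0.097 with an estimated correlation). The granzyme Gzma went from 0.131 ± 0.125 to 5.92 ± 3.24 FPKM and the chemokine Ccl5 from 2.75 ± 0.989 to 23.9 ± 19.7.

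Markers of immune cells were higher as well. All 21 T cell markers rose, also over the list alone (median 1.33, camera adjusted p = 6.1e-16; 0.12 with an estimated correlation), led by the receptor chains Trac (2.39) and Trbc2 (2.22). So did 14 of 15 plasma cell markers (14 over the list alone, median 2.14, camera adjusted p = 6.2e-10; 0.12 with an estimated correlation). Of neutrophil markers 17 of 21 rose (20 over the list alone, median 1.76, camera adjusted p = 2.8e-09; 0.22 with an estimated correlation), and of monocyte and macrophage markers 15 of 22 (15 over the list alone, median 0.99, camera adjusted p = 1.2e-07; 0.24 with an estimated correlation). S100a9, the calgranulin of neutrophils, rose from 1.38 ± 1.5 to 99.7 ± 133 FPKM. Among macrophage genes the Fc receptor Fcgr4 rose (2.71), while the efferocytosis receptor Mertk fell (-0.87). Dendritic cell markers had 6 of 13 members higher and 1 lower, with the same counts over the list alone (median 0.27, camera adjusted p = 0.0088; 0.38 with an estimated correlation). None of 17 B cell markers passed, over all genes or over the list alone (median 0.27, camera adjusted p = 0.11). The type 2, eosinophil and mast cell genes had 7 of 15 higher and 2 lower, also over the list alone (median 0.48, camera adjusted p = 0.0024; 0.12 with an estimated correlation). The mucosal mast cell proteases Mcpt1 (3.65) and Mcpt2 (3.12) rose and the stem cell factor receptor Kit fell (-0.79). That list was not called when genes under 1 FPKM were left out. The type 17 lymphocyte genes went both ways, 2 higher and 4 lower of 12 over all genes and over the list alone (median -0.13, mean 0.03, camera adjusted p = 0.85).

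Inflammatory cytokines had 11 of 17 members higher and 1 lower (13 and 1 over the list alone, median 0.82, camera adjusted p = 9e-07; 0.2 with an estimated correlation). Il1b rose from 0.49 ± 0.226 to 36.0 ± 41.5 FPKM and Tnf from 0.805 ± 0.463 to 5.16 ± 3.88. Of 16 myeloid-attracting chemokines 11 rose (12 higher and 1 lower over the list alone, median 1.42, camera adjusted p = 2.1e-06; 0.14 with an estimated correlation), with Ccl7 and Ccl8 at log2 fold changes of 3.01 and 3.00. The IL-12 family and its receptors had 7 of 12 members higher (8 over the list alone, median 0.32, camera adjusted p = 0.00012; 0.13 with an estimated correlation), led by the signal transducer Stat4 (1.28) and the shared receptor chain Il12rb1 (1.17). Of 26 NF-κB pathway genes 16 rose and 2 fell, also over the list alone (median 0.36, camera adjusted p = 1.1e-05; 0.17 with an estimated correlation). Those that fell were Ikbkg itself and the inhibitor Tnip1 (44.5 ± 7.35 against 88.6 ± 7.09 FPKM). Among 29 cell death genes 18 rose and 1 fell (19 and 2 over the list alone, median 0.52, camera adjusted p = 2.4e-09; 0.1 with an estimated correlation). Zbp1, a nucleic acid sensor, rose from 21.1 ± 3.26 to 188 ± 63.9 FPKM and the necroptosis kinase Ripk3 from 12.3 ± 1.04 to 61.7 ± 24.8. Gsdmc3, a gasdermin, fell (-1.13). Immediate early genes had 2 of 16 higher and 1 lower, with the same counts over the list alone (median 0.30, camera adjusted p = 0.011; 0.25 with an estimated correlation).

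Among lists of epithelial genes, measured here in whole colon, 15 of 21 antimicrobial defence genes rose, over all genes and over the list alone (median 2.13, camera adjusted p = 6.4e-09; 0.096 with an estimated correlation). Of 20 wound-associated genes 13 rose, also over the list alone (median 1.1, camera adjusted p = 3.4e-08; 0.1 with an estimated correlation), among them Ly6a (2580 ± 851 against 321 ± 43.1 FPKM), a marker of regenerating epithelium. Of 23 unfolded protein response genes 16 rose (16 higher and 1 lower over the list alone, median 0.65, camera adjusted p = 2.1e-08; 0.12 with an estimated correlation). Absorptive colonocyte markers had 15 of 28 members lower and 4 higher (16 and 5 over the list alone) and a median of -0.85, but the list was not called (camera adjusted p = 0.11). The chloride exchanger Slc26a3 fell from 551 ± 228 to 132 ± 53.1 FPKM, whereas the keratin Krt20 rose from 369 ± 38.9 to 809 ± 45.4. Fatty acid oxidation and ketogenesis had 13 of 23 members lower and 2 higher (14 and 2 over the list alone, median -0.42, camera adjusted p = 0.0005; 0.23 with an estimated correlation). Goblet cell markers went both ways, 5 higher and 3 lower of 18, also over the list alone (median 0.18, camera adjusted p = 0.098). Tuft cell markers had 7 of 14 lower and 2 higher, also over the list alone (median -0.38, camera adjusted p = 0.26). Crypt stem cell and Wnt target genes had 5 of 17 lower (4 over the list alone, median -0.21, camera adjusted p = 0.16). Enteroendocrine markers had 1 of 18 higher (0 over the list alone, median -0.14 but test direction up, camera adjusted p = 0.74). Of 25 proliferation genes only Mcm3 passed (1.03; 1 over the list alone), although the list was called higher (median 0.45, camera adjusted p = 0.00022; 0.55 with an estimated correlation) and not with the smooth muscle score in the model. Oxidative phosphorylation genes had 2 of 23 higher, also over the list alone (median 0.03, and -0.11 with quantile normalization, camera adjusted p = 0.14).

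Smooth muscle markers moved with these groups: 11 of 14 fell (13 over the list alone, median -1.13, camera adjusted p = 0.0018; 0.55 with an estimated correlation), among them Pcp4 (-2.15). Mitochondrially encoded genes had 5 of 13 members lower (8 over the list alone, median -0.62, camera adjusted p = 0.012; 0.54 with an estimated correlation). Matrix remodelling genes had 10 of 26 higher and 2 lower (13 and 3 over the list alone, median 0.24, camera adjusted p = 0.016; 0.55 with an estimated correlation). The metalloproteinases Mmp10 (3.39) and Mmp7 (3.33) rose, while Postn (-0.92) and Col6a1 (-0.72) fell, and the list, like the immediate early genes, was not called when genes under 1 FPKM were left out. Enteric neuron and glia markers (2 of 15 lower, 0 over the list alone, median -0.50, camera adjusted p = 0.16) and endothelial markers (2 of 13 lower, also over the list alone, median -0.12, camera adjusted p = 0.68) were not called. Neither were adipocyte markers (3 of 12 lower, also over the list alone, median -0.32, camera adjusted p = 0.28) or erythrocyte markers (1 of 8 higher and 1 lower, also over the list alone, median -0.60, camera adjusted p = 0.4). In total, 20 of 35 lists were called higher and 3 lower.

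Of the called genes 36.9% were higher as deposited and 47.0% with median-of-ratios scaling. Within libraries of code K002000081 (5 against 3) 4767 genes passed, 4463 of them shared with the full set, and the smooth muscle score as a covariate left 2023.

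**Figure D2:**
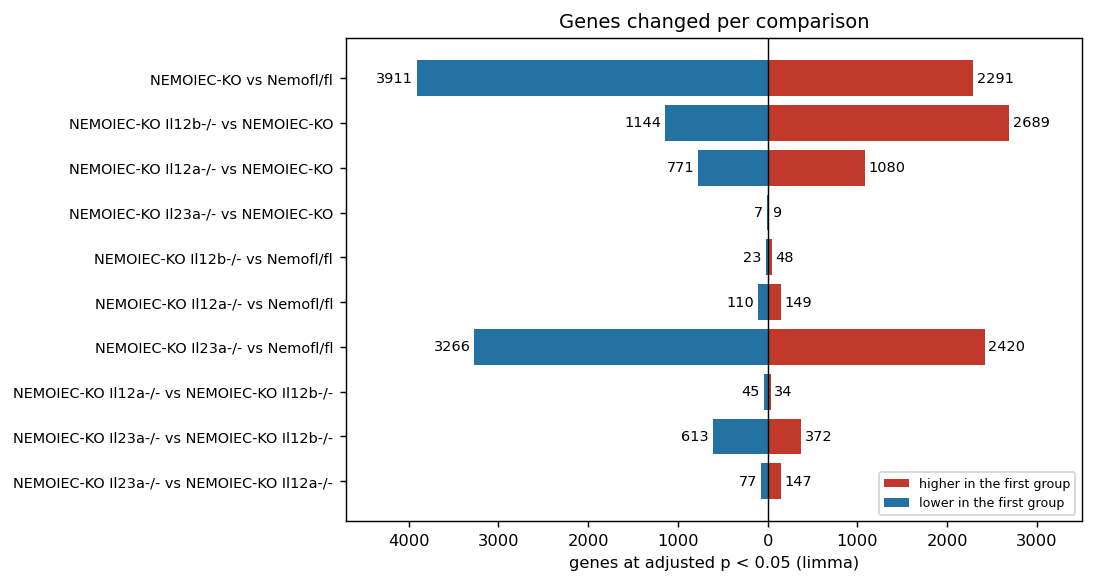
Number of genes at adjusted p below 0.05 (limma, horizontal axis) that were higher (right, red) or lower (left, blue) in the first group of each of the 10 comparisons. NEMOIEC-KO against Nemofl/fl gave 2291 and 3911, and Il23a-labelled libraries against NEMOIEC-KO gave 9 and 7.

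The Il12b-labelled libraries, whose label names a loss of p40 that their Il12b RNA does not show, were compared with NEMOIEC-KO. Libraries labelled Il12b-/- had low RNA of the interferon-gamma response and of antimicrobial defence. Ido1 fell from 245 ± 236 to 1.94 ± 0.946 FPKM (log2 fold change -6.23, limma adjusted p = 2.1e-05) and Ubd from 153 ± 90.1 to 2.79 ± 2.39 (-5.63). Cyp2c55 rose from 1.59 ± 1.18 to 57.6 ± 38.3 FPKM (4.53), beside the guanylin precursor Guca2a, which rose from 268 ± 118 to 1360 ± 479 (2.40). There were 2689 higher and 1144 lower genes, 246 and 348 of them by at least 2-fold.

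The other large decreases were in Clca4b (12.2 ± 21.1 FPKM, log2 fold change -6.56), Nos2 (0.344 ± 0.0674, -5.11), the interferon-inducible GTPases Iigp1 (-4.04) and Tgtp1 (-3.76), Tnfrsf8, which encodes CD30 (-3.95), and the neutrophil protein lactoferrin, Ltf (-3.74). Further increases were in Mettl7b (2.69), Odf3b (2.46), the methyltransferase Inmt (2.32), Tsku (2.29) and the muscle protein Smpx (2.26). Mettl7b, Guca2a and Inmt were not past the threshold within code K002000079 (5 libraries against 2), at log2 fold changes of 2.31, 1.81 and 2.01.

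All 40 interferon-gamma response genes fell, also over the list alone (median -2.49, camera adjusted p = 7e-60). This list and epithelial antimicrobial defence were the 2 called with an estimated correlation, both at adjusted p = 0.03. Of 21 antimicrobial genes 13 fell and 1 rose (16 and 1 over the list alone, median -1.24, camera adjusted p = 7.1e-13), with Slpi at 86.0 ± 126 FPKM. Type I interferon response genes had 23 of 27 lower (25 over the list alone, median -0.95, camera adjusted p = 1.4e-21; 0.083 with an estimated correlation), among them Zbp1 (32.9 ± 8.64 FPKM) and Ifit2 (-2.30). Type 1 and cytotoxic lymphocyte genes had 14 of 18 lower (15 over the list alone, median -1, camera adjusted p = 3e-15; 0.079 with an estimated correlation), with Gzma at 0.382 ± 0.278 FPKM. Cell death genes had 15 of 29 lower and 1 higher (17 and 1 over the list alone, median -0.44, camera adjusted p = 1.1e-12; 0.063 with an estimated correlation), with Ripk3 at 16.7 ± 13.2 FPKM.

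Neutrophil markers had 9 of 21 members lower (17 over the list alone, median -1.54, camera adjusted p = 3.5e-11; 0.18 with an estimated correlation). T cell markers had 10 of 21 lower (13 over the list alone, median -0.70, camera adjusted p = 7.3e-10; 0.23 with an estimated correlation), among them Ctla4 and Cd3g (both -1.25). Inflammatory cytokines had 8 of 17 lower (13 over the list alone, median -0.91, camera adjusted p = 2.5e-09; 0.13 with an estimated correlation), with Il1b at 1.23 ± 0.894 and Tnf at 0.545 ± 0.303 FPKM. Myeloid-attracting chemokines had 9 of 16 lower (12 over the list alone, median -1.44, camera adjusted p = 3.5e-08; 0.1 with an estimated correlation). NF-κB pathway genes had 7 of 26 lower (8 over the list alone, median -0.24, camera adjusted p = 7.5e-08; 0.1 with an estimated correlation), among them Nfkbiz, an atypical IκB protein (12.2 ± 2.34 against 26.7 ± 2.86 FPKM). Wound-associated genes had 9 of 20 lower, also over the list alone (median -0.52, camera adjusted p = 2.2e-07; 0.1 with an estimated correlation), with Ly6a at 410 ± 267 FPKM. Unfolded protein response genes had 7 of 23 lower (11 lower and 1 higher over the list alone, median -0.43, camera adjusted p = 9.4e-07; 0.18 with an estimated correlation). Immediate early genes had 4 of 16 lower (5 over the list alone, median -0.45, camera adjusted p = 7.2e-05; 0.1 with an estimated correlation).

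Among higher groups, fatty acid oxidation had 9 of 23 members higher and 1 lower (14 and 2 over the list alone, median 0.31, camera adjusted p = 0.005; 0.41 with an estimated correlation), including Acaa2 (80.1 ± 6.43 against 40.6 ± 5.7 FPKM). Adipocyte markers had 2 of 12 higher (10 over the list alone, median 1.03, camera adjusted p = 0.0064; 0.46 with an estimated correlation). Tuft cell markers had 7 of 14 higher, also over the list alone (median 0.43, camera adjusted p = 0.048; 0.46 with an estimated correlation), a call lost with a pseudocount of 1 and when genes under 1 FPKM were left out. Absorptive colonocyte markers went both ways, 6 of 28 higher and 4 lower (10 and 5 over the list alone, median 0.63, camera adjusted p = 0.59). B cell markers were called higher without a member past the threshold (0 of 17, also over the list alone, median 0.82, camera adjusted p = 0.027; 0.7 with an estimated correlation). Type 17 genes were not called (3 of 12 higher and 1 lower, 4 and 1 over the list alone, median 0.16, camera adjusted p = 0.75). Macrophage, dendritic cell, plasma cell, type 2, IL-12 family, proliferation and matrix lists were also called lower, with medians between -0.54 and -0.11. Their adjusted p with an estimated correlation ran from 0.18 to 0.54. Median-of-ratios scaling ended the dendritic cell, type 2, IL-12 family and matrix calls, and the smooth muscle score as a covariate ended the macrophage (median then 0.07), dendritic cell, plasma cell and IL-12 family calls. Smooth muscle markers had a median of 0.76 with 0 of 14 past the threshold, also over the list alone (camera adjusted p = 0.069), and were called with median-of-ratios scaling. In all, 24 lists were called, 4 higher and 20 lower, and fry called 18.

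The share of higher genes among those called was 70.2% as deposited, 48.1% with median-of-ratios scaling and 54.4% with quantile normalization. Within code K002000079 (5 libraries against 2) 1259 genes passed, 1196 of them shared with the full set, and the smooth muscle score as a covariate left 2415.

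**Figure D3:**
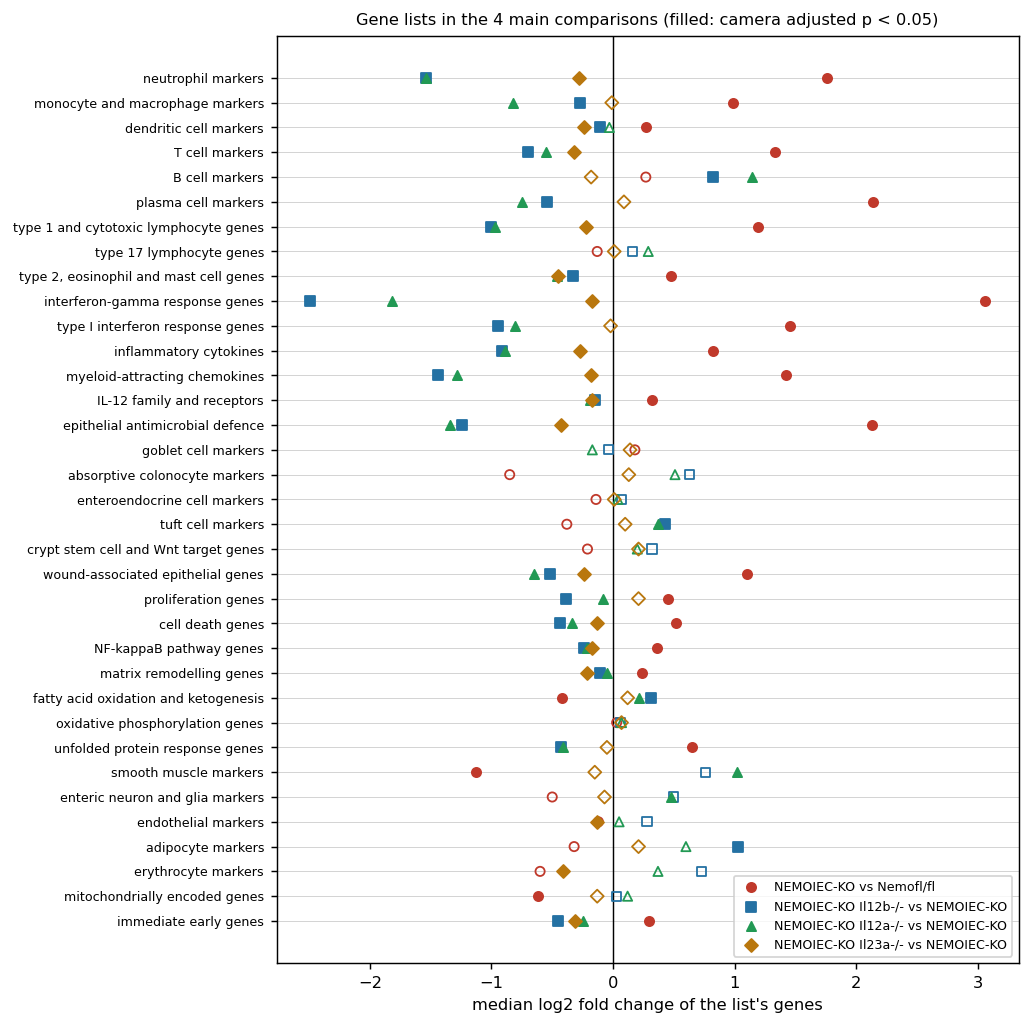
Median log2 fold change (horizontal axis) of the 35 gene lists (vertical axis) in the 4 main comparisons (1 symbol shape each), with filled symbols at camera adjusted p below 0.05. The interferon-gamma response list stood at 3.06 in NEMOIEC-KO against Nemofl/fl and at -2.49, -1.82 and -0.17 in the Il12b-, Il12a- and Il23a-labelled libraries against NEMOIEC-KO.

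The Il12a-labelled libraries, whose label names a loss of p35 that their Il12a RNA does not show, were compared with NEMOIEC-KO in turn. They also had low RNA of single interferon-gamma response and cytotoxic lymphocyte genes, while of the 24 lists that camera called with the preset correlation (18 by fry) 0 were called with an estimated correlation. Ido1 fell from 245 ± 236 to 8.72 ± 14.1 FPKM (log2 fold change -5.22, limma adjusted p = 0.00062), Ubd to 9.98 ± 13.4 (-4.35) and Gzma from 5.92 ± 3.24 to 0.358 ± 0.39 (-2.85). There were 1080 higher and 771 lower genes, 100 and 228 of them by at least 2-fold.

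The largest increases were in Rps3a3 (514 ± 65.4 against 7.79 ± 0.689 FPKM, log2 fold change 5.95), Hist1h2al (29.6 ± 5.77 against 0.0681 ± 0.0628, 5.71) and Rps3a2 (77.4 ± 5.9 against 11.4 ± 2.7, 2.74), all annotated as processed pseudogenes. Smpx (2.05) and the carbonyl reductase Cbr3 (1.46) were higher too, as were the B cell genes Fcer2a (1.69, adjusted p = 0.044) and Fcrl1 (1.47, adjusted p = 0.037). Other decreases were in the interferon-inducible GTPases Tgtp2 (-2.81) and Gbp4 (-2.59), the metalloproteinases Mmp10 (-2.77, adjusted p = 0.025) and Mmp13 (-2.54, adjusted p = 0.038), and the butyrophilin-like Btnl2 (1.25 ± 1.29 against 7.70 ± 1.33 FPKM, adjusted p = 5.5e-06). Leaving out 1 library raised the adjusted p of Fcer2a to at most 0.11 (8 of 10 fits without a call), of Fcrl1 to 0.1 (8 fits), of Mmp10 to 0.082 (6 fits) and of Mmp13 to 0.11 (7 fits). All 4 lost their calls without NEMOIEC-KO replicate 2 or 3 or Il12a-/- replicate 2, 3 or 5. So did Fcer2a without NEMOIEC-KO replicate 1 or 4 or Il12a-/- replicate 4, Fcrl1 without NEMOIEC-KO replicate 1, 4 or 5, Mmp10 without NEMOIEC-KO replicate 5, and Mmp13 without NEMOIEC-KO replicate 5 or Il12a-/- replicate 4. With the smooth muscle score in the model Cbr3, Tgtp2 and Gbp4 were not past the threshold, at log2 fold changes of 1.09, -1.98 and -1.89.

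Of the 40 interferon-gamma response genes 39 fell (40 over the list alone, median -1.82, camera adjusted p = 3.7e-51; 0.097 with an estimated correlation). Type I interferon response genes had 20 of 27 lower (23 over the list alone, median -0.81, camera adjusted p = 1.4e-20; 0.12 with an estimated correlation). Type 1 and cytotoxic lymphocyte genes had 13 of 18 lower (16 over the list alone, median -0.97, camera adjusted p = 1.4e-15; 0.12 with an estimated correlation). Neutrophil markers had 4 of 21 lower (18 over the list alone, median -1.54, camera adjusted p = 9.6e-11; 0.19). Monocyte and macrophage markers had 4 of 22 lower (15 over the list alone, median -0.82, camera adjusted p = 1.5e-09; 0.19). T cell markers had 4 of 21 lower (5 over the list alone, median -0.55, camera adjusted p = 3.5e-08; 0.28). Inflammatory cytokines had 6 of 17 lower and 1 higher (13 and 1 over the list alone, median -0.89, camera adjusted p = 1.2e-08; 0.16 with an estimated correlation), with Tnf at 0.833 ± 0.385 FPKM. Antimicrobial defence had 5 of 21 lower (9 lower and 1 higher over the list alone, median -1.34, camera adjusted p = 1.4e-06; 0.12 with an estimated correlation), with Nos2 at 5.19 ± 10.1 FPKM. Cell death genes had 11 of 29 lower and 2 higher (16 and 3 over the list alone, median -0.34, camera adjusted p = 3.5e-09; 0.12 with an estimated correlation).

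B cell markers were higher, with 2 of 17 past the threshold and 14 over the list alone (median 1.14, camera adjusted p = 2.9e-05; 0.44 with an estimated correlation). Plasma cell markers were lower (2 of 15, 6 over the list alone, median -0.75, camera adjusted p = 2.3e-06; 0.2 with an estimated correlation). Tuft cell markers had 4 of 14 higher (7 over the list alone, median 0.37, camera adjusted p = 0.012; 0.28 with an estimated correlation). Fatty acid oxidation had 6 of 23 higher and 2 lower (10 and 2 over the list alone, median 0.21, camera adjusted p = 0.0098; 0.39 with an estimated correlation). Smooth muscle markers were higher beside these groups (0 of 14 past the threshold, 10 over the list alone, median 1.02, camera adjusted p = 0.00031; 0.45 with an estimated correlation). Absorptive colonocyte markers had a positive median (0.51) and a test direction that was down (camera adjusted p = 0.61), with 4 of 28 lower (6 over the list alone). In all, 5 lists were called higher and 19 lower.

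The number of called genes rested on single libraries. It was 4836 without Il12a-/- replicate 1, 1846 of them among the original 1851, and this library had an interferon-gamma score of 4.86 where the other 4 lay at 3.28 to 3.90. It was 901 without NEMOIEC-KO replicate 2, 688 without NEMOIEC-KO replicate 3, and 587, 735, 804 and 836 without Il12a-/- replicates 2, 3, 4 and 5. With code K002000079 alone (5 libraries against 2) 156 genes passed, and 156 with the smooth muscle score as a covariate. The share of higher genes was 58.3% as deposited, 39.1% with median-of-ratios scaling and 46.7% with quantile normalization.

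**Figure D4:**
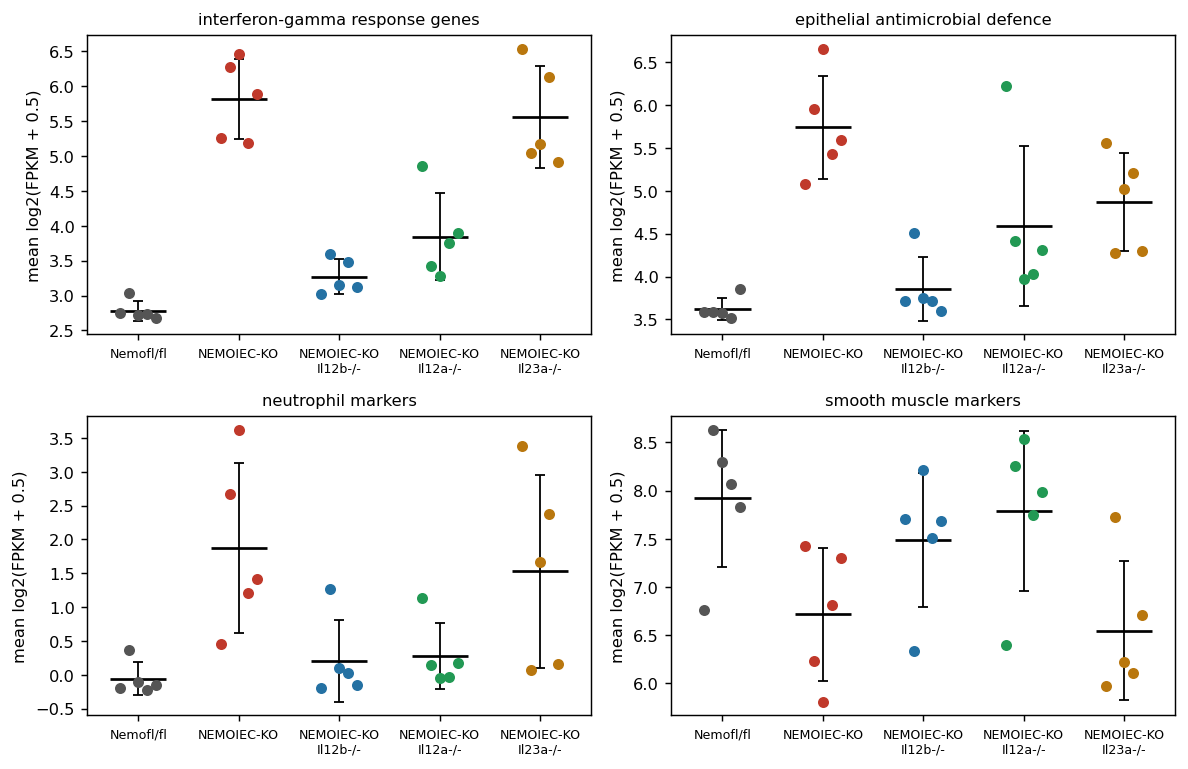
Mean log2(FPKM + 0.5) of the interferon-gamma response, antimicrobial defence, neutrophil and smooth muscle lists in each library (points), with bars at mean ± SD (n = 5). Il12a-/- replicate 1 had the highest interferon-gamma score of the Il12a-labelled libraries, 4.86, and NEMOIEC-KO libraries lay at 5.19 to 6.46.

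The Il23a-labelled libraries, labelled as lacking p19, were compared with NEMOIEC-KO last. Few genes differed: 9 were higher and 7 lower, and the interferon-gamma signature stayed, with Ido1 at 205 ± 219 against 245 ± 236 FPKM. The lower genes included Duox2, which makes hydrogen peroxide at the mucosal surface (18.3 ± 3.77 against 63.0 ± 5.78 FPKM, log2 fold change -1.77, limma adjusted p = 0.028) and Nfkbiz (13.5 ± 1.03 against 26.7 ± 2.86, -0.96, adjusted p = 0.0049). Others were the metalloreductase Steap4 (4.86 ± 1.34 against 21.3 ± 8.73, -1.96, adjusted p = 0.023) and the mucin Muc13 (686 ± 107 against 1160 ± 144, -0.76, adjusted p = 0.028). The higher genes included Apon, an apolipoprotein (1.62 ± 0.814 against 0.111 FPKM, 1.74, adjusted p = 1.7e-06), Cbs, which makes cystathionine (17.3 ± 1.28 against 8.41 ± 1.40, 1.01, adjusted p = 0.0029), and the glutaminase Gls2 (0.96, adjusted p = 0.023). Atp23 and Coq8a (both 0.84), Eci1 (0.41), Hsd17b10 (0.35) and Poldip2 (0.33) were higher by less.

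Of these, Apon, Cbs, Coq8a and Nfkbiz passed in all 10 fits that each left out 1 library. Without single libraries the adjusted p reached 0.095 for Duox2, 0.11 for Steap4, 0.12 for Muc13, 0.086 for Gls2, 0.057 for Atp23, and 0.12 for Eci1, Hsd17b10 and Poldip2. Duox2 and Eci1 lost their calls without NEMOIEC-KO replicate 1, 2, 3 or 5 or Il23a-/- replicate 2, 3, 4 or 5, and Steap4 without NEMOIEC-KO replicate 1 or 5 or Il23a-/- replicate 3 or 4. Muc13 lost it without NEMOIEC-KO replicate 1, 2 or 5 or Il23a-/- replicate 2, 3 or 4, Gls2 without NEMOIEC-KO replicate 2 or 5 or Il23a-/- replicate 4 or 5, and Atp23 without NEMOIEC-KO replicate 1 or 2. Hsd17b10 and Poldip2 lost it without NEMOIEC-KO replicate 1, 2, 3 or 5 or Il23a-/- replicate 2 or 4, Hsd17b10 also without Il23a-/- replicate 3 and Poldip2 without Il23a-/- replicate 1. With sex as a covariate 4 genes remained past the threshold, all shared with the full set, and Nfkbiz had an adjusted p of 0.051.

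Camera called 17 of 35 lists, all lower, but 0 with an estimated correlation and 0 by fry. At an unadjusted p below 0.05, 2026 genes differed. Epithelial antimicrobial defence had 1 of 21 members lower (5 lower and 1 higher over the list alone, median -0.43, camera adjusted p = 3.5e-08; 0.27 with an estimated correlation). The NF-κB pathway had 1 of 26 lower, also over the list alone (median -0.17, camera adjusted p = 1.1e-06; 0.27 with an estimated correlation). The other 15 called lists had 0 members past the threshold. The interferon-gamma response had a median of -0.17 (0 of 40, also over the list alone, camera adjusted p = 0.00015; 0.73 with an estimated correlation). T cell markers had a median of -0.32 (0 of 21, also over the list alone, camera adjusted p = 3.1e-05; 0.56 with an estimated correlation), and inflammatory cytokines of -0.27 (0 of 17, 3 lower over the list alone, camera adjusted p = 0.00013; 0.53 with an estimated correlation). Type 17 genes were not called (0 of 12, 1 lower over the list alone, median 0.01 and -0.03 with median-of-ratios scaling, camera adjusted p = 0.59).

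The count of 16 genes was 36 without Il23a-/- replicate 1, 30 without NEMOIEC-KO replicate 4, 10 without NEMOIEC-KO replicate 3 or Il23a-/- replicate 2, 9 without Il23a-/- replicate 3, 8 without NEMOIEC-KO replicate 5, 7 without NEMOIEC-KO replicate 1 or 2, and 6 without Il23a-/- replicate 4. Within code K002000079 (4 libraries against 2) 5 genes passed, and 117 with the smooth muscle score as a covariate. The share of higher genes was 56.2% as deposited and 37.5% with either other scaling.

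The double mutants were also compared with each other. The interferon-gamma response was higher in the Il23a-labelled libraries than in both others. It was higher than in Il12b-labelled libraries in 37 of 40 genes (40 over the list alone, median 2.30, camera adjusted p = 6e-68; 0.029 with an estimated correlation). Compared with Il12a-labelled libraries it was higher in 32 of 40 (40 over the list alone, median 1.67, camera adjusted p = 3.1e-51; 0.097). Against Il12b-labelled libraries, Ido1 (5.62), Ubd (4.68) and Iigp1 (3.69) were higher, and the alternative-activation protein Retnla (0.949 ± 0.605 against 19.2 ± 10.5 FPKM, -3.58), Snora34 (-3.43) and Zfp991 (-2.37) were lower, among 372 higher and 613 lower genes. Snora34 was not past the threshold without Il12b-/- replicate 1, 3 or 5 or Il23a-/- replicate 1, 3 or 4 (adjusted p up to 0.067). Against Il12a-labelled libraries, Ido1 (4.61), the steroid dehydrogenase Hsd3b3 (3.04) and Gzma (2.79) were higher and Rps3a3 (-6.06), Hist1h2al (-5.78) and Rps3a2 (-2.95) lower, among 147 higher and 77 lower genes. In that comparison B cell markers were lower (1 of 17, 17 over the list alone, median -1.29, camera adjusted p = 2e-09; 0.35 with an estimated correlation). So were smooth muscle markers (0 of 14, 14 over the list alone, median -1.21, camera adjusted p = 1.2e-07; 0.38). Against Il12b-labelled libraries, smooth muscle (median -0.9), adipocyte (-0.88), erythrocyte (-1.02), endothelial (-0.45) and enteric neuron markers (-0.44) were called lower. None was called with an estimated correlation.

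Il12a- and Il12b-labelled libraries differed in 79 genes, 34 higher and 45 lower in the former. The higher ones were led by Rps3a3 (6.10), Hist1h2al (5.83) and Rps3a2 (2.83), and the lower ones by Hsd3b3 (1.52 ± 0.822 against 40.8 ± 16.2 FPKM, -4.44), Hsd3b2 (-2.56) and the apolipoprotein Apoc2 (-2.20, adjusted p = 0.012, and 0.061 without Il12b-/- replicate 1). The interferon-gamma list was called higher in the Il12a-labelled libraries with 0 of 40 genes past the threshold (7 over the list alone, median 0.53, camera adjusted p = 1.1e-19; 0.56 with an estimated correlation). Antimicrobial defence was called higher as well (0 of 21, 4 over the list alone, median 0.91, camera adjusted p = 1.2e-09; 0.17).

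The counts against Il23a-labelled libraries depended on single libraries. From 985, the count against Il12b-labelled libraries went to 2710 without Il12b-/- replicate 2 and 2053 without Il23a-/- replicate 5, and to 373, 493, 440 and 388 without Il12b-/- replicates 1, 3, 4 and 5 and 413, 456 and 325 without Il23a-/- replicates 1, 3 and 4. From 224, the count against Il12a-labelled libraries went to 2674 without Il12a-/- replicate 1, to 567 and 441 without Il23a-/- replicates 2 and 5, to 73, 78, 123 and 81 without Il12a-/- replicates 2, 3, 4 and 5, and to 85 and 81 without Il23a-/- replicates 1 and 4. The balance of the 224 genes, 147 higher and 77 lower, turned to 732 higher and 1942 lower without Il12a-/- replicate 1, to 604 and 1409 with array weights, and to 275 and 292 without Il23a-/- replicate 2. The share of higher genes against Il12b-labelled libraries was 37.8% as deposited and 54.0% with median-of-ratios scaling. It was 54.9% with quantile normalization and 65.6% with the smooth muscle score as a covariate, but 34.6% with array weights. The balance of 372 higher and 613 lower genes also turned without single libraries. It became 198 and 175, 226 and 214, and 215 and 173 without Il12b-/- replicates 1, 4 and 5. Without Il23a-/- replicates 3 and 4 it was 256 and 200, and 187 and 138. Without any other library, lower genes stayed more numerous.

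The double mutants were compared with Nemofl/fl as well. All Nemofl/fl libraries carry a library code that no double mutant library carries, so in these 3 comparisons genotype and code are separated only through NEMOIEC-KO, which has both codes. With the library code as a covariate, a choice made after the data were seen, 1591 genes differed in Il23a-labelled (1015 higher and 576 lower), 9 in Il12a-labelled and 10 in Il12b-labelled libraries. Il23a-labelled libraries differed in 2420 higher and 3266 lower genes, Il12a-labelled ones in 149 and 110, and Il12b-labelled ones in 48 and 23. With the smooth muscle score as a covariate the counts were 281 higher and 187 lower in Il23a-labelled, 296 and 236 in Il12a-labelled and 41 and 23 in Il12b-labelled libraries. In Il23a-labelled libraries Retnlb (6.27), Saa3 (5.48) and Ido1 (5.43) were the largest increases, and Snora34 (-3.26), Cyp2c55 (-3.08) and Mptx1 (-2.93) the largest decreases. All 40 interferon-gamma response genes were higher, also over the list alone (median 2.75, camera adjusted p = 6.6e-45; 0.11 with an estimated correlation). Of smooth muscle markers 13 of 14 were lower (14 over the list alone, median -1.35, camera adjusted p = 6e-05; 0.42 with an estimated correlation). Without Il23a-/- replicate 4 the adjusted p was 0.051 for Cyp2c55 and without it or replicate 1 up to 0.069 for Mptx1. In Il12a-labelled libraries Rps3a3 (6.37), Hist1h2al (5.78) and the angiogenin Ang4 (29.1 ± 30.6 against 0.212 ± 0.181 FPKM, 4.65) were higher and Hsd3b3 (-4.05), Ces1f (-2.36) and Hsd3b2 (-2.25) lower. Of the interferon-gamma genes 14 were higher (25 over the list alone, median 1.17, camera adjusted p = 3.6e-23; 0.44 with an estimated correlation), among them Nlrc5, a regulator of class I antigen presentation (2.06), and the class II chaperone H2-DMb1 (38.1 ± 27.9 against 5.82 FPKM). In Il12b-labelled libraries Apoc2 (2.79), the antibody light chain Iglc1 (2.60, adjusted p = 0.049) and Zfp991 (2.25) were higher, and Pdzd7 (0.651 against 8.12 ± 0.917 FPKM, -2.91) and Ceacam20 (-1.21, adjusted p = 0.027) lower. Wnt8b was listed at 0 in all Il12b-labelled libraries against 1.42 ± 0.299 FPKM. Iglc1 was not past the threshold without Nemofl/fl replicate 2, 3, 4 or 5 or Il12b-/- replicate 2, 3, 4 or 5, with adjusted p up to 0.13. Ceacam20 was not without Nemofl/fl replicate 1, 3, 4 or 5, with adjusted p up to 0.079. Of the interferon-gamma genes 1 was higher (9 over the list alone, median 0.51, camera adjusted p = 7.1e-07; 0.73 with an estimated correlation).

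All Nemofl/fl mice were male, and sex as a covariate left 1167 genes in the Il23a-labelled libraries against Nemofl/fl, 96 in the Il12a-labelled and 37 in the Il12b-labelled ones. From 5686, the Il23a-labelled count went to 3770 and 3390 without Il23a-/- replicates 3 and 4. From 259, the Il12a-labelled count went to 82, 103, 100 and 95 without Nemofl/fl replicates 1, 3, 4 and 5 and to 110, 86 and 163 without Il12a-/- replicates 1, 2 and 4. From 71, the Il12b-labelled count went to 39, 42 and 44 without Nemofl/fl replicates 3, 4 and 5 and to 120, 37 and 44 without Il12b-/- replicates 1, 2 and 3.

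Position along the NEMOIEC-KO axis, over the 6202 genes called in NEMOIEC-KO against Nemofl/fl, averaged 0.08 ± 0.10 in Nemofl/fl, 0.93 ± 0.27 in NEMOIEC-KO, 0.30 ± 0.20 in Il12b-labelled, 0.39 ± 0.28 in Il12a-labelled and 0.81 ± 0.25 in Il23a-labelled libraries (SD, n = 5). Il12b-labelled libraries lay 0.62 under NEMOIEC-KO (exact permutation p = 0.0079, the smallest that 252 splits can give, adjusted p = 0.048). Il12a-labelled libraries lay 0.53 under it (exact permutation p = 0.032, adjusted p = 0.063) and Il23a-labelled libraries 0.12 (exact permutation p = 0.48, adjusted p = 0.51), so neither passed. Neither did Il23a- against Il12b-labelled libraries (0.51 higher, exact permutation p = 0.024, adjusted p = 0.063), against Il12a-labelled ones (0.42 higher, exact permutation p = 0.056, adjusted p = 0.083) or Il12a- against Il12b-labelled ones (0.09 higher, exact permutation p = 0.51, adjusted p = 0.51). The Il12b call was lost without NEMOIEC-KO replicate 1, 2, 4 or 5 or Il12b-/- replicate 1, 3, 4 or 5, with adjusted p up to 0.083. The Il12a difference passed without Il12a-/- replicate 1 (0.67 lower, adjusted p = 0.024), as did Il23a- against Il12a-labelled libraries (0.55 higher, adjusted p = 0.032), and Il23a- against Il12b-labelled libraries passed without Nemofl/fl replicate 1, NEMOIEC-KO replicate 3 or Il12b-/- replicate 2 (adjusted p = 0.048).

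**Figure D5:**
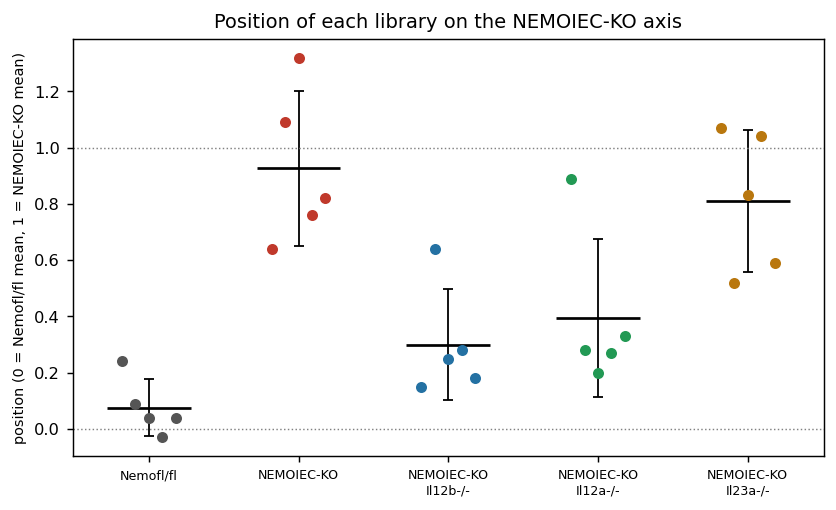
Position of each library (points) along the NEMOIEC-KO axis by genotype, where 0 is the Nemofl/fl mean and 1 the NEMOIEC-KO mean, with bars at mean ± SD (n = 5). Il12b-labelled libraries averaged 0.30 and Il23a-labelled libraries 0.81.

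Calls were shared between comparisons more often than independent draws would give. Il12b- and Il12a-labelled libraries shared 892 higher and 599 lower genes against NEMOIEC-KO, where 151 and 45.8 were expected. With the NEMOIEC-KO libraries split between the comparisons, the medians were 95.5 and 125.5 (10.2 and 6.93 expected). Of the genes that rose in NEMOIEC-KO, 968 fell in Il12b-labelled libraries (136 expected) and 685 in Il12a-labelled ones (91.7 expected), and of those that fell, 2020 and 870 rose (546 and 219 expected). NEMOIEC-KO is in both comparisons of each pair, which by itself makes opposite changes agree. Unchanged groups simulated with it shared a median of 0, up to 14 for Il12b-labelled and 91 and 172 for Il12a-labelled libraries. They hold no true change, so set no baseline. With the NEMOIEC-KO libraries split between the comparisons, the medians were 448.5 and 578 for Il12b-labelled libraries (40.2 and 106 expected) and 163.5 and 129.5 for Il12a-labelled ones (14.5 and 21.3 expected). In Il23a-labelled libraries 7 fell and 6 rose (0.832 and 1.83 expected, and medians of 2 and 1 with the split). Across genes, which are not independent replicates, fold changes against NEMOIEC-KO correlated at 0.82 between Il12b- and Il12a-labelled libraries, where the shared control alone gave 0.5 on average and up to 0.81, and at 0.6 with the control split. For Il12b- with Il23a-labelled libraries the correlation was 0.5 (0.52 on average and up to 0.82 from the shared control, 0.26 with the control split), and for Il12a- with Il23a-labelled libraries 0.47 (0.5, up to 0.84, and 0.24).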

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

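In the weighings, the tests of smooth muscle, sex and library code and the test of exchanged Il12b-labelled libraries were chosen before their results were seen, while the tests of chromosome segments, of exchanged Il12a-labelled libraries, of the possible exchange partners and of the Rps3a copies were chosen after. Among 320 groups of 5 libraries examined, 33 had a highest or lowest library whose distance from its nearest neighbour was large against the range of the group, where chance gives about 1 in 20. Il12b-/- replicate 2 stood apart in 10 of them, Il12a-/- replicate 1 in 7 and Nemofl/fl replicate 2 in 4.

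Il12b-/- replicate 2 lay at 0.64 on the NEMOIEC-KO axis (other libraries of its group 0.15 to 0.28) and had the highest Il12a level, 1.08 FPKM (others 0.187 to 0.327). Its mean log2 values were high for neutrophil markers (1.27, others -0.20 to 0.10), type 2 genes (1.24, others 0.61 to 0.76), antimicrobial defence (4.51, others 3.60 to 3.75) and proliferation genes (4.79, others 3.17 to 3.62). They were low for absorptive colonocyte markers (5.33, others 6.36 to 6.59), mitochondrially encoded genes (6.77, others 7.59 to 7.85), Cyp2c55 (2.48, others 5.53 to 6.67) and Odf3b (0.73, others 2.39 to 3.07). Its interferon-gamma score of 3.59 did not stand apart.

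Il12a-/- replicate 1 lay at 0.89 on the axis (others 0.20 to 0.33), with high neutrophil markers (1.13, others -0.05 to 0.18), antimicrobial defence (6.22, others 3.97 to 4.41), Ubd (5.10, others 1.61 to 2.61) and Btnl2 (2.02, others -0.06 to 0.50). Its absorptive colonocyte markers (5.54, others 5.94 to 6.10) and enteric neuron and glia markers (1.32, others 2.53 to 2.77) were low.

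Nemofl/fl replicate 2 was high for neutrophil markers (0.37, others -0.23 to -0.10), the interferon-gamma response (3.03, others 2.68 to 2.75), the IL-12 family (1.36, others 1.11 to 1.16) and Ubd (2.38, others 1.21 to 1.5). In the same group, replicate 1 was high for fatty acid oxidation (5.26, others 4.96 to 5.03) and low for enteric neuron and glia markers (1.44, others 2.28 to 2.61), replicate 5 was high for antimicrobial defence (3.85, others 3.52 to 3.58) and replicate 3 for Cyp2c55 (6.25, others 5.62 to 5.73). NEMOIEC-KO replicate 3 was low for absorptive colonocyte markers (4.77, others 5.72 to 5.95) and Coq8a (2.41, others 2.74 to 2.85), and NEMOIEC-KO replicate 4 was high for Eci1 (4.78, others 4.51 to 4.56) and low for Nfkbiz (4.49, others 4.77 to 4.88). Il12b-/- replicate 4 was high for the type I interferon response (3.46, others 2.90 to 3.02), and replicate 1 was low for Ltf (-0.54, others 0.04 to 0.22). Il12a-/- replicate 3 had the highest Il23a level of its group (0.361 FPKM, others 0.105 to 0.165) and replicate 5 the highest IL-12 family score (1.64, others 1.46 to 1.51).

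The first pattern weighed is the low interferon-gamma response in the Il12b- and Il12a-labelled libraries, whose medians against NEMOIEC-KO were -2.49 (quartiles -2.99 to -2.03) and -1.82 (quartiles -2.21 to -1.61). A different share of smooth muscle in the tissue, the sex of the mice and the library code are argued against as its whole cause. With the smooth muscle score in the model the medians were -2.11 (quartiles -2.55 to -1.69) and -1.36 (-1.73 to -1.18), among male mice alone (3 libraries against 4) -2.33 (-2.92 to -1.8) and -1.58 (-2.07 to -1.35), and within code K002000079 (5 against 2) -2.43 (-2.93 to -1.98) and -1.82 (-2.16 to -1.56). The list's members past the threshold fell from 40 to 37, 37 and 35 in the Il12b-labelled libraries and from 39 to 21, 16 and 3 in the Il12a-labelled ones, the last with the median at the same -1.82 but only 2 NEMOIEC-KO libraries left. These values are consistent with a lower interferon-gamma response in both genotypes as a hypothesis, and differences in housing, litter or day were not tested.

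The second pattern is the Il12b and Il12a RNA that was higher, not lower, in the libraries labelled as lacking each gene. An exchange of libraries between 2 double mutants was tested by counting genes that differ from NEMOIEC-KO and both other double mutants within 20 Mb of the targeted gene, since a bred-in mutation can carry such genes with it. The 2 genes near Il23a in the Il23a-labelled libraries, with 0 there in the others, argue against an exchange with these. The Il12b-labelled libraries had 1 more near Il12b than the others and the Il12a-labelled ones 3 more near Il12a, at 17.4 to 19 Mb. Of the latter's 15 genes 11 lie on chromosome 3 with Il12a (0.8 expected), which goes with the label. As Il12b-labelled libraries have clusters on other chromosomes, an exchange of these groups stays open. It would still need an allele that leaves RNA: Il12a averaged 0.423 FPKM in Il12b-labelled libraries and 0.421 in NEMOIEC-KO. Il12b was lower in Il12a-labelled ones (0.0827 against 0.171). A wrong label from outside the series stays open too. Whether the alleles make the counted RNA was not tested, as values are not given per exon.

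The third pattern is the high RNA of the processed pseudogenes Rps3a2 (77.4 ± 5.9 against 10.1 ± 1.83 FPKM) and Rps3a3 (514 ± 65.4 against 6.95 ± 1.22) in the 5 Il12a-labelled libraries against the other 20. Rps3a1, the functional ribosomal protein gene they were copied from, was lower there (591 ± 44 against 1070 ± 110 FPKM). The sum of the 3 differed by 0.13 on the log2 scale (1180 ± 108 against 1090 ± 112), so a candidate explanation is that reads of Rps3a1 that carry sequence variants aligned to its copies. Rps3a1 lies 17.4 Mb from Il12a, among the genes near it that set these libraries apart. Sequence was not available to test the variant itself.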

How the results depend on the processing

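The smooth muscle score, library code, exact zeros as missing and left-out libraries in list tests were chosen after the data were seen. Of 813 named gene results, 459 were past the threshold. Repeats under all alternatives gave the same result, called or not called, in 16618 of 18974 cases. A call was lost in 2025, gained in 331 and reversed in 0. Of 350 list results, 195 were past the threshold. Of 2790 repeats, 2360 gave the same result, called or not called, while 364 lost a call, 57 gained one and 9 reversed. The cause of the changes that follow was not tested, except that settings with fewer libraries have fewer degrees of freedom. Absolute depth is not known, so its effect on weakly expressed genes could not be examined.

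Counts of genes that moved by more than 1.5 times are given by setting, with the 3 double mutants named by the gene in their label. Without a filter they were 136 for Il12a against Nemofl/fl, 561 for Il23a against Il12b and 132 for Il23a against Il12a. Quantile normalization gave 415 for Il12a against Nemofl/fl. A replicate block gave 8 for Il23a against NEMOIEC-KO and 474 for Il12a against Nemofl/fl. With only the 10 libraries compared, the counts were 364 for Il12a and 7 for Il23a against NEMOIEC-KO, 911 for Il12a against Nemofl/fl, 49 for Il12a against Il12b, 397 for Il23a against Il12b and 31 for Il23a against Il12a. Array weights gave 6687 for Il12b and 5929 for Il12a against NEMOIEC-KO, 425 for Il12b and 1710 for Il12a against Nemofl/fl, 324 for Il12a against Il12b, 3403 for Il23a against Il12b and 2013 for Il23a against Il12a. Sex as a covariate gave 4 for Il23a against NEMOIEC-KO, 37, 96 and 1167 for Il12b, Il12a and Il23a against Nemofl/fl, 568 for Il23a against Il12b and 129 for Il23a against Il12a. Only libraries of code K002000079 gave 1259, 156 and 5 for Il12b, Il12a and Il23a against NEMOIEC-KO. Library code as a covariate gave 1420, 177 and 6 for Il12b, Il12a and Il23a against NEMOIEC-KO, 10, 9 and 1591 for them against Nemofl/fl and 1848 for Il23a against Il12b. The smooth muscle score gave 2023 for NEMOIEC-KO against Nemofl/fl, 2415, 156 and 117 for Il12b, Il12a and Il23a against NEMOIEC-KO, 532 and 468 for Il12a and Il23a against Nemofl/fl, 152 for Il12a against Il12b, 227 for Il23a against Il12b and 34 for Il23a against Il12a.

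With an estimated correlation camera called 2 lists for Il12b against NEMOIEC-KO, 1 for Il23a against Il12b and 0 in the other 8 comparisons. By fry 0 were called for Il23a against NEMOIEC-KO, 3 and 5 for Il12b and Il12a against Nemofl/fl, 0 for Il12a against Il12b, 7 for Il23a against Il12b and 4 for Il23a against Il12a. The smooth muscle score left 15 lists for Il23a against Nemofl/fl. Lists whose direction reversed had medians of -0.03 for oxidative phosphorylation in Il23a against Nemofl/fl under quantile normalization, and the rest reversed under the smooth muscle score. For Il12a against NEMOIEC-KO these were proliferation (0.29, adjusted p = 0.04, and up to 0.78 over its alternatives) and enteric neuron markers (0.01), for Il23a against Nemofl/fl enteric neuron markers (0.12), and for Il23a against Il12b enteric neuron (-0.07) and macrophage markers (-0.12). For Il23a against Il12a they were T cell markers (-0.08), antimicrobial defence (-0.29, adjusted p = 0.0047, and up to 0.9) and proliferation (-0.14).

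The axis difference of Il12b from NEMOIEC-KO was -0.63 with genes of at least 1 FPKM and -0.64 with signs of the fold changes (adjusted p = 0.063 for each, 0.016 to 0.083 over its alternatives). With the 100 genes of smallest p, Il12a against NEMOIEC-KO was -0.54, Il23a against Il12b 0.67 and Il23a against Il12a 0.49, all past the threshold. With the NEMOIEC-KO libraries split between the comparisons, shared calls of Il12b and Il12a had medians of 95.5 higher and 125.5 lower, of Il12b and Il23a 1 and 2, and of Il12a and Il23a 0 and 1. For NEMOIEC-KO against Nemofl/fl with Il12b, genes higher then lower numbered 448.5 and lower then higher 578, with Il12a 163.5 and 129.5, and with Il23a 2 and 1.

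Leaving out 1 library, the counts of genes ranged from 4251 to 6310 for NEMOIEC-KO against Nemofl/fl, 2656 to 4460, 587 to 4836 and 6 to 36 for Il12b, Il12a and Il23a against NEMOIEC-KO, and 37 to 120, 82 to 246 and 3390 to 6561 against Nemofl/fl. They ranged from 56 to 96 for Il12a against Il12b, 325 to 2710 for Il23a against Il12b and 73 to 2674 for Il23a against Il12a. Lists called ranged from 23 to 25, then 19 to 25, 22 to 25 and 13 to 22, then 12 to 16, 15 to 19 and 21 to 23, and 9 to 14, 22 to 25 and 18 to 20 in the same order. Axis differences ranged from -0.71 to -0.59, -0.67 to -0.48 and -0.19 to -0.04 against NEMOIEC-KO, and from -0.04 to 0.18, 0.44 to 0.60 and 0.35 to 0.55 between double mutants.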

Other observations

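The tests of chromosome segments were chosen after the results were seen, and the counts over other splits of the samples were planned.

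Beyond the interferon-gamma response, Il23a-labelled libraries had other inflammatory groups called higher than in Nemofl/fl by camera with the preset correlation. Type I interferon response genes were higher in 25 of 27 (26 adjusted over the list alone, median 1.41, camera adjusted p = 5.1e-26; adjusted p = 0.11 with an estimated correlation). Plasma cell markers were higher in 14 of 15, also adjusted over the list alone (median 2.12, camera adjusted p = 4e-10; 0.23 with an estimated correlation), and neutrophil markers in 10 of 21 (15 over the list alone, median 1.42, camera adjusted p = 1.6e-06; 0.35). Proliferation genes were higher in 5 of 25 (16 over the list alone, median 0.63, camera adjusted p = 1.4e-06; 0.42). Fatty acid oxidation had 11 of 23 members lower and 1 higher (median -0.25, camera adjusted p = 0.0024; 0.35), and mitochondrially encoded genes 8 of 13 lower (median -0.82, camera adjusted p = 0.00051; 0.35).

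In the other double mutants camera with the preset correlation, but not with an estimated one, called lymphocyte markers higher than in Nemofl/fl, mostly without single genes past the threshold. B cell markers had medians of 1.09 in Il12b-labelled libraries (0 of 17 past the threshold, 13 over the list alone, camera adjusted p = 6e-09; 0.64 with an estimated correlation) and 1.41 in Il12a-labelled ones (1 of 17, 17 over the list alone, camera adjusted p = 3.3e-12; 0.44). T cell markers had medians of 0.68 (0 of 21, 13 over the list alone) and 0.76 (4 of 21, 15 over the list alone), with camera adjusted p = 2.8e-10 and 2.6e-12, and 0.57 and 0.44 with an estimated correlation. B cell markers were lower in Il23a- than in Il12b-labelled libraries (median -0.98, 0 of 17 past the threshold, camera adjusted p = 0.00012; 0.49), whereas type I interferon response genes were higher in 18 of 27 (25 over the list alone, median 0.92, camera adjusted p = 1.5e-25; 0.12).

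Each double mutant had genes that differed from NEMOIEC-KO and from both other double mutants in the same direction: 39 in Il12b-labelled, 15 in Il12a-labelled and 2 in Il23a-labelled libraries, the targeted gene not counted. In the Il23a-labelled libraries both, Apon and Gls2, lie beside Il23a, at 0.0424 and 0.0952 Mb from it. In the Il12a-labelled libraries 11 of the 15 lie on chromosome 3 (0.8 expected for the whole chromosome), between 86.1 and 98.9 Mb, among them the steroid dehydrogenases Hsd3b3 and Hsd3b1 and the histone gene Hist2h2ac. In the Il12b-labelled libraries 13 of 39 lie on chromosome 7 and 7 on chromosome 4 (3.2 and 2.4 expected for the whole chromosomes), the latter between 142 and 148 Mb, among them Zfp991 and Zfp990. Genes outside the fixed rule were chosen here after their values were seen.

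A chromosome segment of another strain, kept around the targeted gene during breeding, is a candidate explanation. Within 20 Mb of Il23a lay 2 of 2 such genes (0.018 expected, and 0.4% of 8229 random stretches of as many genes held as many). Within 20 Mb of Il12a lay 3 of 15, Cd1d2, Rps3a1 and Lrrc71 (0.17 expected, 3.2% of 7826 stretches), but at 17.4 to 19 Mb. The count depends on the window, with 0 within 15 Mb, 3 within 25 Mb and 9 within 30 Mb (at most 1 of another double mutant), so the segment stays open. Within 20 Mb of Il12b lay 1 of 39, Pttg1 at 0.984 Mb (0.71 expected, 24% of 6401 stretches), which decides nothing, and the stretches on chromosomes 4 and 7 are not near it. For Il23a this may also bear on 2 of the 9 genes called higher in these libraries against NEMOIEC-KO.

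Chance was weighed by counting, among 100 splits of the 10 libraries of each comparison, those that gave as many genes as the real split, itself included. For genes, chance is excluded for NEMOIEC-KO against Nemofl/fl (6202 genes, 1 of 100 splits as large, highest other 1239) and for Il12b-labelled libraries against NEMOIEC-KO (3833, 1, highest other 118). For Il12a-labelled libraries against NEMOIEC-KO (1851, 2, highest other 3486) a mixed split called more genes, so chance is less likely but not excluded. It is not excluded for Il23a-labelled libraries against NEMOIEC-KO (16, 5, highest other 888). Against Nemofl/fl it is excluded for Il12b-labelled (71, 1, highest other 23), Il12a-labelled (259, 1, highest other 2) and Il23a-labelled libraries (5686, 1, highest other 2386). Between double mutants it is excluded for Il12a- against Il12b-labelled libraries (79, 1, highest other 9). It is less likely but not excluded for Il23a- against Il12b-labelled libraries (985, 2, highest other 4132), where a mixed split called more genes. It is not excluded for Il23a- against Il12a-labelled libraries (224, 5, highest other 3712). Splits that call several times the real count point to a structure of the samples, as those with 888, 4132 and 3712 genes do. The split with 888 genes exchanged replicates 1 and 4 of Il23a-/- with replicates 1 and 4 of NEMOIEC-KO, that with 4132 exchanged Il12b-/- replicate 2 with Il23a-/- replicate 5, and that with 3712 exchanged Il23a-/- replicate 2 with Il12a-/- replicate 1. The split with 3486 genes, against 1851, exchanged NEMOIEC-KO replicate 5 with Il12a-/- replicate 1.

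For the number of lists called by camera with the preset correlation, chance is less likely but not excluded in 2 comparisons, where mixed splits called as many. These were Il23a-labelled libraries against Nemofl/fl (23 lists, 4 of 100 splits as large, highest other 24) and against Il12b-labelled libraries (23, 4, highest other 23). It is not excluded in the other 8. These were NEMOIEC-KO against Nemofl/fl (23, 22, highest other 26), the Il12b-, Il12a- and Il23a-labelled libraries against NEMOIEC-KO (24, 24 and 17 lists, with 15, 9 and 46 splits as large, highest others 27, 26 and 27), Il12b- and Il12a-labelled libraries against Nemofl/fl (13 and 17, with 28 and 21, highest others 23 and 25), Il12a- against Il12b-labelled (12, 64, highest other 25) and Il23a- against Il12a-labelled libraries (19, 34, highest other 25).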
